A study of Homo sapiens with 42 samples.

How the data were processed

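Polyadenylated RNA was profiled by bulk RNA sequencing in human foreskin fibroblasts, a commercial fibroblast strain, that had been transduced with constructs expressing transcription factors and kept in a defined reprogramming medium. Per the labels' protocols, total RNA was isolated with a column kit and libraries were made with an mRNA capture kit. The 42 libraries form 14 groups of 3 according to the sample titles. The groups are mock-treated fibroblasts, a cocktail of 6 factors (6F) at 48 h, 96 h, 1, 2, 4 and 6 weeks, the same cocktail with telomerase (6F-TERT, no time stated), a cocktail of 5 factors (C10, labelled Condition 10) and a cocktail of 4 factors (C12, labelled Condition 12), the last pair at 2, 4 and 6 weeks. The labels do not name the factors. The aligner, the counting tool, the strandedness of counting, the genome build and the annotation are not given in the sources used here, so no coordinates are printed.

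The authors deposited 1 table of 33121 genes by 42 libraries. Its unit is a signal, namely gene read counts that the authors divided by 1 size factor per library, as the values themselves show. Every value of a library was a whole multiple of 1 step, and dividing by that step gave whole reads for 100% of values within 0.01 reads. The recovered totals ran from 4358394 to 19434960 reads per library, with a median of 9.49 M. The size factors in the deposited values lay between 0.983 and 1.02 times those of the median-of-ratios method computed on the recovered reads. No column of the table was left without a sample.

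Differences were tested with limma 3.58.1 in R 4.3.3 (limma-trend with robust moderation) on log2(deposited value + 1). Genes needed a value of at least 10 in at least 3 libraries, which left 14711 genes. All 14 groups were fitted together, 1 coefficient per group, so that they shared 1 estimate of the spread. A gene was called when its Benjamini-Hochberg adjusted p within the contrast was under 0.05 and its log2 difference was at least 1 in size. Log2 differences are on the scale of value + 1, which understates changes of low genes. Unless another fit is named beside it, an adjusted p printed for a gene is from this limma model with Benjamini-Hochberg adjustment. There were 28 contrasts between groups, 3 interactions of cocktail with the change from 2 to 6 weeks, and a moderated F test over mock and the 6 time points of 6F. Lists of marker genes (7 lists, 5 contrasts, 35 tests adjusted together) were tested with camera and an estimated correlation between genes. Similarity to 6F-6wk was the Pearson correlation across genes of log2 differences from mock. Because these share the mock libraries, 100 simulations of unchanged groups that share a simulated mock group were run for comparison.

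The lists, contrasts, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule names 27 chosen genes, and for each of 6 contrasts the 3 called genes with the largest rise and the 3 with the largest fall, among those with a mean of at least 100 in the higher group and no overlap between the libraries of both groups. Members of the marker lists may be named as called or not called. Some genes that the rule names are not reported here, and counts over named genes include them. The contrast of 6F-TERT with 6F-4wk, removal of a transcript length trend, exclusion of genes with a named processed pseudogene, and the similarity with separate mock libraries were chosen after seeing the data. The other settings, fixed in advance, were pseudocounts of 0.5 and 5, no filter, a filter of at least 50 in 3 libraries, scaling by TMM, scaling to equal totals, the replicate number as a block, fits of the compared groups alone, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, fry and camera with a preset correlation of 0.01, Spearman correlation, and leaving out each library in turn. For the similarities, a change was judged against the SD over the single libraries of the compared group. That SD leaves out the spread of the 6F-6wk libraries, and a second one over 9 pairs of single libraries was added after the first had been used. Both are given, and the first, which is the smaller, decides which values are listed as changed.

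The tests were tried on simulated counts for the 14711 genes in which 200 genes had known changes. For 6F-48h against mock, limma-trend recovered 200 of 200 with 6 false calls, edgeR 200 with 2 and DESeq2 200 with 2. For C12-2wk against C10-2wk, limma-trend recovered 198 with 1 false call. In the simulation each gene had 1 dispersion shared by all groups, and changes were planted only in well-expressed genes and above the size limit. The real groups differed in spread, with a median SD between replicates of 0.0925 in mock and 0.2556 in C12-2wk. The simulation therefore cannot show false calls that come from unequal spread. Transcript lengths, gene types and pseudogene names came from GENCODE 29, matched by symbol, and were used only for those properties. Of the gene names in the table, 66.7% were GENCODE 29 symbols, and 91.1% of the tested genes had a transcript length. Pairs of replicates differed by more than sampling noise in every group: the smallest chi-square per gene was 1.32, between mock replicates 1 and 2, so no library was counted as a duplicate. The table holds no mitochondrial genes under names starting with MT-. Scripts for the remaining computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.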

Results

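Gene expression was measured in 42 libraries, 3 for each of 14 groups, to follow fibroblasts during conversion by cocktails of transcription factors. The mock libraries held 10711724 to 19434960 reads and the others 4358394 to 14522112, the lowest in a C12-6wk library. Between 16331 and 18223 genes had a value above 0 in a library. The median over genes of the SD between replicates on the log2 scale was 0.0925 in mock, 0.0864 in 6F-TERT and 0.257 in C10-6wk, the widest group. Group means of normalised read counts are given with the SD over 3 libraries.

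The telomerase label was examined first. The mean TERT count in 6F-TERT was 4.20 ± 2.75 (SD, n = 3), with library values of 7.16, 3.73 and 1.72, or 20 reads in all. In 6F-6wk it was 1.82 ± 2.21, from 6 reads, and each of the 12 other groups had 0 or 1 read. TERT was below the filter of the main test. In the fit without a filter its log2 difference was 2.04 against mock (adjusted p 4.24e-05) and 1.06 against 6F-6wk (adjusted p 0.0317), where the libraries overlapped. The shared spread in that fit includes groups with 0 reads. The values do not separate reads of a delivered coding sequence from those of the cell's own gene.

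The first 2 principal components held 31.8% and 23.5% of the variance. On component 1 the 6F libraries ran from -89.2 to -85.2 at 48 h, -25.2 to -23.0 at 2 weeks and 51.2 to 54.3 at 6 weeks, with mock between -97.7 and -96.5. The 6F-TERT libraries stood apart at 115 on component 1 and 141 on component 2.

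**Figure D1:**
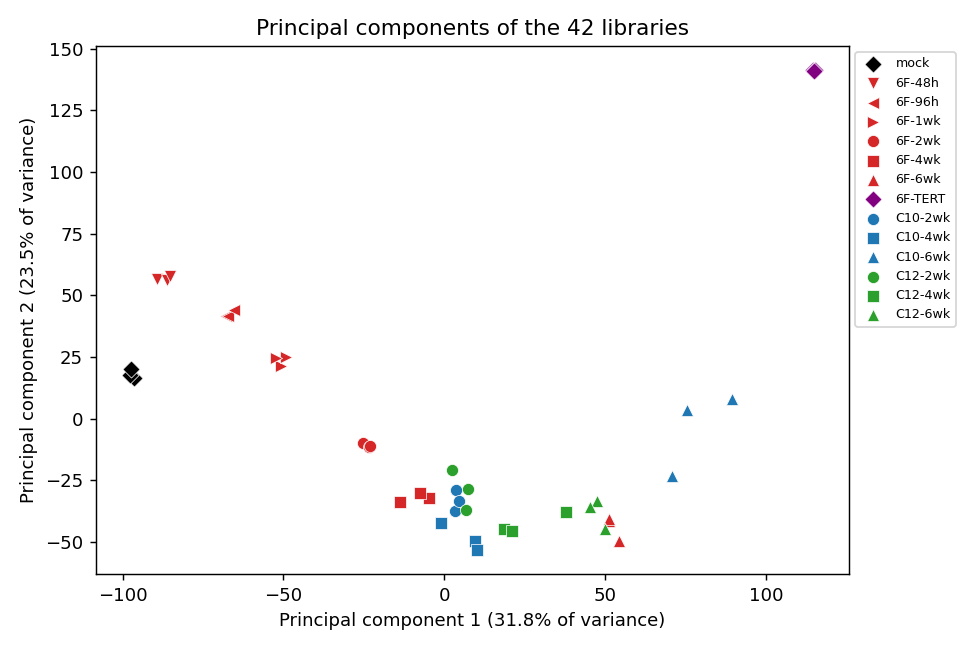
Each point is 1 library placed by its scores on principal components 1 and 2 (arbitrary units, 31.8% and 23.5% of the variance), coloured by cocktail and shaped by time. The 6F libraries move from the mock side at 48 h to 51.2 to 54.3 on component 1 at 6 weeks, and 6F-TERT stands apart from all other groups.

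The 6F time course asks which genes changed against untreated fibroblasts and when. At an adjusted p under 0.05, the moderated F test found 13806 of 14711 genes (93.8%) changed somewhere over mock and the 6 time points. Against mock, 3512 genes were called at 48 h (1799 higher, 1713 lower), 4778 at 96 h (2721 and 2057), 5255 at 1 week (3108 and 2147), 3441 at 2 weeks (2294 and 1147), 3357 at 4 weeks (2250 and 1107) and 4785 at 6 weeks (2622 and 2163). The alternative that moved the 48 h count most was a filter of at least 50, under which fewer genes were tested and 2786 were called. Scaling to equal totals changed the balance of directions, to 2555 higher and 1170 lower at 48 h and 3311 higher and 1608 lower at 6 weeks. That scaling shifted the median of all genes by 0.21 and 0.25 on the log2 scale in those contrasts. Under the deposited scaling the median of all genes lay above 0.1 only at 1 week (0.11). Across 10284 genes, transcript length correlated with the deviation from the mean of groups (Spearman rho 0.47 in 6F-1wk and -0.211 in mock). With the length trend removed, 4108 genes were called against mock at 1 week and 4371 at 6 weeks. Which of these time points had more calls therefore depends on that trend.

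Between successive time points, 1774 genes were called from 48 h to 96 h (1164 higher, 610 lower), 1007 from 96 h to 1 week, 2743 from 1 to 2 weeks, 714 from 2 to 4 weeks (383 and 331) and 3167 from 4 to 6 weeks (1368 and 1799). With equal totals the directions became 824 and 875 from 48 h to 96 h, 278 and 545 from 2 to 4 weeks, and 2389 and 1229 from 4 to 6 weeks. The step from 4 to 6 weeks also crosses a division of the libraries that follows neither cocktail nor time: 120 genes were higher by at least 0.5 log2 in 6F-48h to 6F-4wk and 6F-TERT than in the other 8 groups. Contrasts across that division, which include those of 6F-48h to 6F-4wk and of 6F-TERT with mock, hold whatever produced it.

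**Figure D2:**
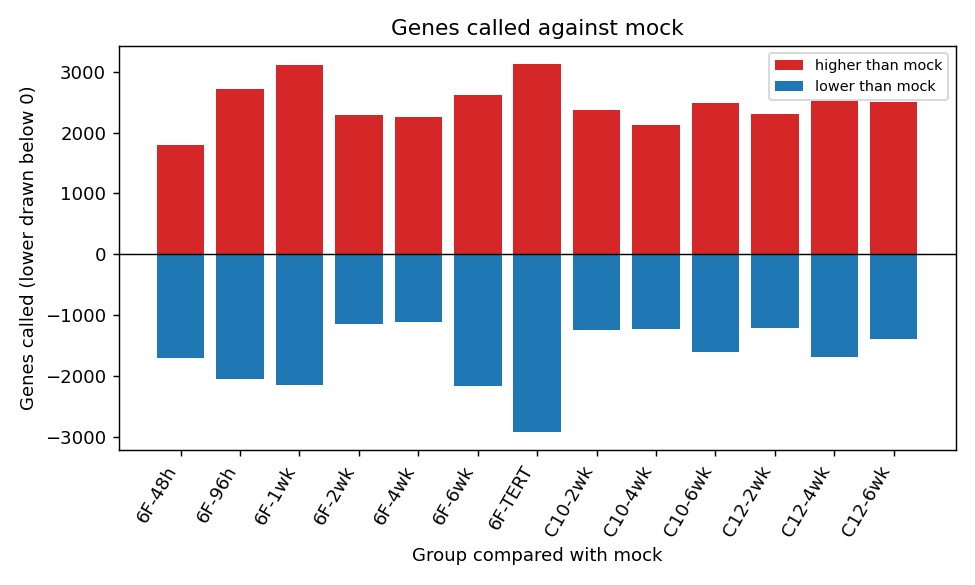
Bars give the number of genes called against mock in each group, higher genes above 0 and lower genes below. The bars of 6F-TERT are the tallest, with 3124 genes higher and 2917 lower.

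At 48 h the genes named by the rule for the largest rises included RPS27 (log2 difference 8.28, SE 0.17) and ONECUT1, which went from 2.38 ± 1.53 to 881 ± 57.3 (8.14, SE 0.27, adjusted p 1.59e-21). RPS27 is uncertain, because 12 of 77 ribosomal protein genes were at least 2 log2 lower in mock than in the median of the other groups and their deficit rose with the number of processed pseudogenes. The largest falls were SERPINA1 (-5.47, SE 0.54), ACAN (-5.29, SE 0.75) and KIAA1199 (-5.04, SE 0.40). Among the 27 chosen genes, SOX17 rose by 6.09, PDX1 by 5.18, FOXA2 by 5.16 and SOX9 by 1.86, while GATA6 (-2.68), KRT19 (-2.46), KRT7 (-1.88), TWIST1 (-1.55) and CDKN2A (-1.21) were lower and all of these were called. CDKN2A fell under the size limit with equal totals (-0.98) and with the length trend removed (-0.83). COL1A1 was not called (-0.43, adjusted p 0.175). MKI67 was called higher (4.56, adjusted p 2.41e-08), while none of the 11 other proliferation genes was called and their log2 differences ran from -0.89 to 0.78.

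At 6 weeks the genes named for the largest rises against mock included PDK4 (11.47, SE 0.29), which had 0 reads in mock, and NEFL (10.77, SE 0.35). The largest falls were ACAN (-9.69, SE 0.75), LRRC15 (-9.15, SE 0.56) and ACTC1 (-7.96, SE 0.64). COL1A1 went from 345010 ± 11660 in mock to 50880 ± 15310 (log2 difference -2.81, SE 0.27, adjusted p 8.37e-11), and THY1 changed by -1.07, which fell short of the size limit with equal totals (-0.82) and without 6F-6wk replicate 3 (-0.97). PDX1 (4.93), SOX17 (4.92), CA2 (4.03), SOX9 (1.91) and CDKN2A (1.35) were called higher. KRT19 (-5.03), MKI67 (-2.54), GATA6 (-2.13) and CDH1 (-2.09) were called lower. KRT7, KRT8, EPCAM and FOXA2 were not called. CDKN1A had a log2 difference of 0.99, under the size limit, and passed it with TMM (1.03), with equal totals (1.24), and without 6F-6wk replicate 2 (1.03), 6F-6wk replicate 3 (1.01) or mock replicate 2 (1.00).

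Several genes did not move in 1 direction over time. FOXA2 rose from 2.20 ± 1.52 in mock to 358 ± 22.0 at 2 weeks and was 5.74 ± 4.29 at 6 weeks. KRT7 fell from 2258 ± 44.2 in mock to 142 ± 12.3 at 4 weeks and stood at 1346 ± 382 at 6 weeks (6F-6wk against 6F-4wk 3.21, SE 0.36, adjusted p 6.75e-09). GATA4 was at 113 ± 13.3 in 6F-4wk and at 6.20 or less in the 13 other groups.

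**Figure D3:**
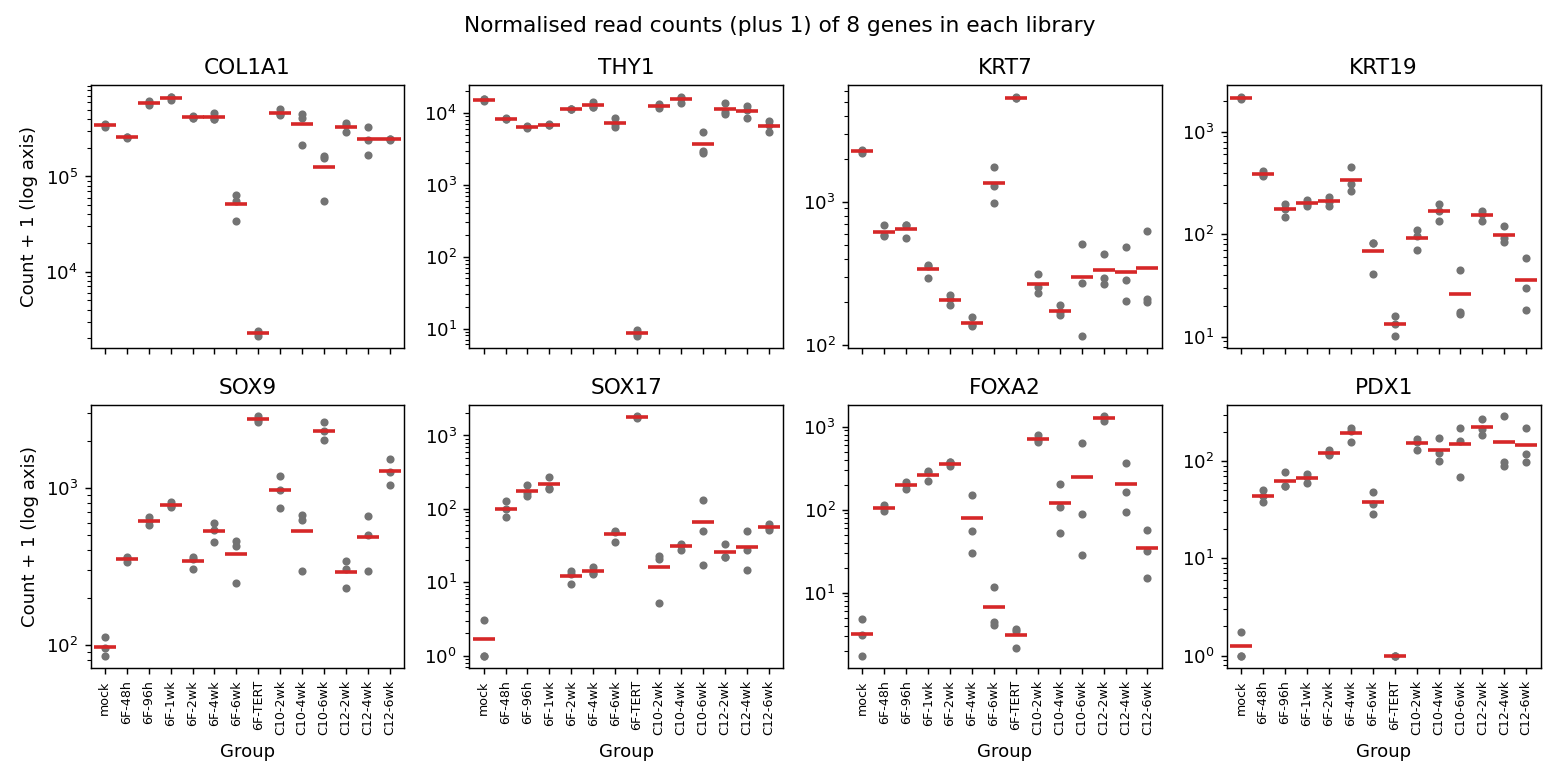
Each grey point is the normalised read count plus 1 of 1 library on a log axis, and each red bar is the mean of the 3 libraries of a group. COL1A1 falls to a mean of 50880 in 6F-6wk and 2260 in 6F-TERT, and KRT7 is lowest in 6F-4wk at 142.

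The libraries labelled 6F-TERT have no time point, and few TERT reads bear on their label. Their mean THY1 count was 7.60, against 3733 or more in each other group, and their mean COL1A1 count 2260, against 50880 or more. Whether they come from the same fibroblasts was not tested, so the contrasts below are of the libraries as labelled and are not taken as an effect of telomerase. Against mock, 6041 genes were called (3124 higher, 2917 lower), or 3937 higher and 2320 lower with equal totals. Against 6F-6wk 4992 genes were called, and against 6F-4wk, a contrast added because both lie on the same side of the division above, 4902 (2179 higher, 2723 lower; 3271 and 2131 with equal totals). The largest rises against mock were SLC12A1, from 0 reads to 18653 ± 424 (14.19, SE 0.61), GPR50 (12.97, SE 0.47) and SYT13 (12.11, SE 0.52). The largest falls were ACAN, with 0 reads in 6F-TERT (-12.81, SE 0.75), TNFRSF11B (-11.89, SE 0.34) and KIAA1199 (-11.80, SE 0.40). COL1A1 (-7.25, SE 0.27), THY1 (-10.80, SE 0.16), KRT19 (-7.36) and GATA6 (-5.95) were lower, and SOX17 (10.24, SE 0.49), SOX9 (4.81), HHEX (3.21) and KRT7 (1.25) higher. FOXA2, PDX1, CDH1 and EPCAM were not called. PDX1 had 0 reads in 6F-TERT and a mean of 192 ± 33.1 in 6F-4wk. SOX17 was higher than in 6F-6wk by 5.32 (SE 0.49, adjusted p 2.1e-11) and than in 6F-4wk by 6.98 (SE 0.49, adjusted p 1.9e-14).

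The C10 and C12 cocktails, whose factors the labels do not name, were compared with mock, with 6F and with each other. Against mock, C10 had 3608, 3367 and 4081 called genes at 2, 4 and 6 weeks, and C12 had 3522, 4207 and 3901. Against 6F at the same time, C10 differed in 1507, 794 and 2771 genes and C12 in 1313, 2042 (901 higher, 1141 lower) and 1922 (1241 and 681). With equal totals the C12 directions at 4 and 6 weeks were 1215 and 895, and 1038 and 959. At 2 and 4 weeks these contrasts with 6F cross the division of the libraries, and at 6 weeks they do not. At 6 weeks C10 exceeded 6F most in PLD5 (6.50, SE 0.63), MDGA2 (5.80, SE 0.82) and VWC2 (5.52, SE 0.59), and was lowest against it in MASP1 (-4.62, SE 0.32), CLEC2B (-4.59, SE 0.52) and SST (-4.43, SE 0.65). C12 exceeded 6F most in PPL (4.41, SE 0.32), HSPG2 (3.70, SE 0.38) and C3 (3.61, SE 0.32), and was lowest in CLEC4E (-3.34, SE 0.38), TMPRSS11A (-3.25, SE 0.63) and LY96 (-3.11, SE 0.40). SOX9 was higher than in 6F-6wk in C10 (2.66) and C12 (1.79), and KRT7 was lower (-2.39 and -2.14). FOXA2 varied widely in C10-6wk, with library values of 86.9, 632 and 27.1. COL1A1 in C10-6wk against 6F-6wk (1.20, adjusted p 0.00041) was called although the libraries overlapped. It was under the size limit without 6F-6wk replicate 3 (0.93), C10-6wk replicate 2 (0.93) or C10-6wk replicate 3 (0.95), and lost its adjusted p in the fit of the compared groups alone (0.0607).

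C12 and C10 differed in 23 genes at 2 weeks (3 higher in C12, 20 lower), 397 at 4 weeks (248 and 149) and 1480 at 6 weeks (797 and 683). With equal totals the directions were 11 and 20 at 2 weeks, 499 and 72 at 4 weeks, and 743 and 744 at 6 weeks. In the fit of the compared groups alone the directions at 6 weeks were 374 and 447. The counts at 2 and 4 weeks changed by more than 1.5 times when single libraries were left out, as given with the alternatives. At 6 weeks C12 exceeded C10 most in SMOC1 (6.08, SE 0.72), WDR86 (4.51, SE 0.53) and EYA4 (4.49, SE 0.61) and was lowest in PLD5 (-4.83, SE 0.63), DLG2 (-4.60, SE 0.72) and LINC00707 (-4.38, SE 0.93). TWIST1 was higher in C12 (1.71, SE 0.19). COL1A1 was also called higher (1.12, SE 0.27, adjusted p 0.00186), but lost its call without C10-6wk replicate 1 (0.61, adjusted p 0.0505), in the fit of the compared groups alone (adjusted p 0.138), with edgeR (0.97) and with DESeq2 (0.96). FOXA2 was lower (-1.94, adjusted p 0.0388) with overlapping libraries, and without C10-6wk replicate 2 the difference was -0.72 (adjusted p 0.414). It also lost its call without a filter, in the fit of the compared groups alone, and without C10-6wk replicate 1, C12-6wk replicate 1 or C12-6wk replicate 2.

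Interactions tested whether the change from 2 to 6 weeks differed between cocktails. They called 3821 genes for C10 against 6F (2035 higher, 1786 lower), 3336 for C12 against 6F (1899 and 1437; 1506 and 2086 with equal totals) and 1581 for C12 against C10 (902 and 679; 745 and 936 with equal totals). Of the 21 tested among the 27 chosen genes, 11, 8 and 5 were called. Both interactions with 6F compare 6F-2wk and 6F-6wk, which lie on opposite sides of the division.

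None of the 35 tests of marker lists passed with camera and an estimated correlation. Of these tests, 7 had an unadjusted p under 0.05, and the lowest was the mesenchymal list in 6F-TERT against mock (p 0.00402, adjusted p 0.141), with a median log2 difference of -5.63 over 14 genes and 13 of 14 called lower, as many as when adjusted over the list alone. The ductal list had a median of 2.58 in 6F-6wk against mock over 11 genes, 7 called higher and 3 lower, or 10 in all when adjusted over the list alone. The progenitor list had a median of 1.10 there, with 6 higher and 1 lower, or 7 adjusted over the list alone. Of the proliferation list 11 of 12 genes were called lower in 6F-6wk (median -1.97), also 11 adjusted over the list alone, and PCNA was lower by less than the size limit (-0.31). The epithelial list had a median of 0.01 and a mean of -0.19 over 7 tested genes there, and a median of -0.07 and a mean of 0.07 in 6F-TERT. In each of both contrasts 1 of the 7 was called higher and 2 lower, or 3 adjusted over the list alone. In 6F-TERT these were OCLN (5.03), CLDN7 (-2.95) and CLDN4 (-1.94), so averages near 0 cover changes in both directions. For acinar genes 1 and for endocrine genes 2 could be tested, too few to describe a list. With fry 27 of the 35 tests passed, and with the preset correlation 14.

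Across genes, which are not independent replicates, log2 differences from mock correlated with those of 6F-6wk at r = 0.62 for 6F-TERT, 0.83 for C10-6wk and 0.88 for C12-6wk. Simulated unchanged groups that share a simulated mock group gave 0.50 on average (0.47 to 0.52). All simulated groups had equal spread, which fixes that value in advance. It is what a shared mock gives without any real change, and is no baseline for groups with real changes. With separate mock libraries the observed values were 0.61, 0.81 and 0.86. The SD over 9 pairs of single libraries was 0.011, 0.024 and 0.019. Spearman correlation moved the values most, to 0.58, 0.72 and 0.77.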

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

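The 3 interaction tests were fixed in advance, and the tests of explanations below were chosen only after their results were seen. The results here are those in which the change from 2 to 6 weeks differed between cocktails by a test of the difference itself. No group had more than 3 libraries, so single libraries were not tested as outliers.

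The interaction of C10 with 6F called 3821 genes and that of C12 with 6F 3336. In both, 1 of 100 splits of the libraries gave as many genes, the real one. The largest other splits gave 2808 and 2237, so chance assignment of the libraries to cocktails is excluded at that level. Not all possible splits were run. The splits exchange libraries between cocktails at both times, so they cannot show that a cocktail difference changed from 2 to 6 weeks. Removing the transcript length trend left 3568 and 3050 genes, which argues against length as the whole cause. What stays open is the division of the libraries, since 6F-2wk and 6F-6wk lie on opposite sides of it. At 6 weeks, where the compared groups lie on one side, 2031 and 1445 of the calls were also called in the same direction, and 1790 and 1891 were not. A cocktail difference already present at 2 weeks and hidden there by the division would give the same. In the genes of either interaction alone, an effect of cocktail and whatever divided the libraries therefore cannot be told apart.

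The interaction of C12 with C10 called 1581 genes, and all 4 groups in it lie on the same side of the division. These calls are the difference between both interactions with 6F, in which a shift of equal size from the division cancels. This argues against such a shift as the cause here and as the whole cause of both interactions with 6F. Without the length trend 1491 genes were called. Of the 100 splits 1, the real one, gave as many, and the largest other gave 1380. A difference in how both cocktails change between 2 and 6 weeks is a candidate explanation, but a batch of library preparation or culture, for which the labels give no record, was not tested.

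Among the chosen genes, 5 were called in that interaction. COL1A1 (1.61, SE 0.38, adjusted p 0.00224) and TWIST1 (1.85, SE 0.27, adjusted p 3.32e-06) had higher interaction values and kept their call in all alternatives run. From 2 to 6 weeks COL1A1 fell less in C12 (333230 to 245220) than in C10 (466760 to 125360). Its 6-week difference between C12 and C10 lost its call in 4 alternatives, among them without C10-6wk replicate 1 (0.61). TWIST1 rose in C12 (538 to 1847), while its mean in C10 stayed near its level (596 to 613). The C10-6wk libraries were spread, at 360, 955 and 522, against 569, 622 and 598 in C10-2wk. THY1 (1.08, SE 0.23) fell under the size limit with equal totals (0.93) and without C10-6wk replicate 1 (0.90), C10-6wk replicate 3 (0.94), C12-2wk replicate 1 (0.97) or C12-6wk replicate 1 (0.96). KRT8 (-1.29, SE 0.40) lost its adjusted p in the fit of the compared groups alone (0.102) and without C10-2wk replicate 2, C10-6wk replicate 3, C12-2wk replicate 1 or C12-6wk replicate 3 (0.0516 to 0.0733). FOXA2 (-2.76, SE 0.98, adjusted p 0.0448) lost its call in 14 alternatives. Among them were a pseudocount of 0.5, no filter, the replicate number as a block (adjusted p 0.0547) and the compared groups alone (adjusted p 0.271). Leaving out any library of its groups except C10-6wk replicate 3 and C12-6wk replicate 3 also removed the call. Without C10-6wk replicate 2 the FOXA2 value was -1.53, with an adjusted p of 0.182. No explanation for single genes was tested.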

How the results depend on the processing

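All alternatives with the length trend removed, without genes with processed pseudogenes or with separate mock libraries, and all those of 6F-TERT against 6F-4wk, were added after the data were seen. Each other one was planned, and the reading of the splits of the libraries was written down only after the results were seen. No called difference of a named gene changed sign in the alternatives run, while uncalled ones of EPCAM and FOXA2 did, and that of PDX1 in 6F-TERT against mock became 0 without mock replicate 3. The balance of higher and lower calls did flip, in 9 of 32 counts with equal totals. That scaling moves the genes of a contrast about alike, so these flips follow from the offset. The median of all genes moved by 0.306 in 6F-6wk against 6F-4wk and 0.333 in 6F-TERT against 6F-4wk. It moved by -0.207 in 6F-96h against 6F-48h, but by only 0.039 in 6F-2wk against 6F-1wk. The balance also flipped in 2 counts with the length trend removed. A flip in 1 count each came with a pseudocount of 5, a filter of at least 50, edgeR, the compared groups alone and pseudogene-bearing genes left out.

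Of 32 counts of called genes, all stayed within 1.5 times under a pseudocount of 0.5, a filter of at least 50, TMM, equal totals, the length trend removed and pseudogene-bearing genes left out. With a pseudocount of 5, no filter, edgeR and DESeq2, 31 did, and in fits of the compared groups alone 29. For C12-2wk against C10-2wk, the main count of 23 became 49 with a pseudocount of 5, 36 without a filter, 39 in the fit of the compared groups alone, 55 with edgeR and 59 with DESeq2. Leaving out libraries gave 12 (without C10-2wk replicate 1 or replicate 2) to 31 (without C12-2wk replicate 2). For C12-4wk against C10-4wk, limma on the compared groups alone called 0 genes instead of 397, with 3265 at an unadjusted p under 0.05, while edgeR called 387 and DESeq2 351. Leaving out libraries gave 163 (without C12-4wk replicate 2) to 733 (without C10-4wk replicate 2), with 261, 236 and 602 without C10-4wk replicate 1, C10-4wk replicate 3 and C12-4wk replicate 1. For C12-6wk against C10-6wk the compared groups alone gave 821. In these smaller fits fewer libraries estimate the spread. The shared fit also holds groups with a smaller spread. The median SD between replicates was 0.2514 in C10-4wk and 0.2007 in C12-4wk, against 0.0925 in mock and 0.0864 in 6F-TERT. The shared spread may thus be too small for C12 against C10, although at 2 weeks the smaller fit called more genes. Otherwise the cause was not tested.

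Same-numbered libraries deviated together no more than others (mean r -0.0012, permutation p 0.538, one-sided), so the numbers do not pair the libraries. With the replicate number as a block, 6F-48h against mock had 3513 calls and all 32 counts stayed within 1.5 times. FOXA2 lost its call with the block in the interaction of C12 with C10 (adjusted p 0.0547) and in C12-2wk against 6F-2wk (adjusted p 0.0591).

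Marker lists passing went from 0 of 35 to 1 without a filter, 1 with equal totals, 27 with fry, 14 with the preset correlation, and 0 to 1 on leaving out libraries (1 without C10-6wk replicate 1). fry asks whether a list changes at all and not whether it changes more than other genes. The similarity of 6F-TERT was 0.6206 and 0.6253 with pseudocounts of 0.5 and 5, 0.6074 without a filter, 0.6402 with the stricter one, 0.6197 with TMM, 0.612 with equal totals, 0.5762 with Spearman, 0.6095 with separate mock libraries, and 0.6144 to 0.6252 leaving out libraries. These were judged against an SD of 0.0003 over its single libraries (0.0213 for C10-6wk and 0.01 for C12-6wk), while the SD over pairs with 6F-6wk libraries was 0.011. For C10-6wk it was 0.8097 without a filter and 0.7197 with Spearman. For C12-6wk it was 0.8707 with a pseudocount of 5, 0.8552 without a filter, 0.8965 with the stricter one, 0.7728 with Spearman, 0.8642 with separate mock libraries and 0.8665 to 0.8907 leaving out libraries. The cause was not tested.

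For the 114 named gene differences, 2006 of 2064 alternatives gave the same side of the threshold, 53 were weaker and 5 stronger, and 103 differences kept their side throughout. For each of the 29 contrasts between groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls. With 3 libraries against 3 that share cannot be below 0.1, so chance cannot be excluded by splits. For C12-4wk against C10-4wk the largest other split gave 260 calls, against 397 in the real one. It gave 508 against 1480 for C12-6wk with C10-6wk, and 326 against 2771 for C10-6wk with 6F-6wk. In each other contrast it gave 96 or fewer.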

Other observations

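All tests in this part were chosen only after the patterns were seen. The biological explanations tested were more cycling cells for MKI67 and an equal fall of the whole class of ribosomal protein genes in mock. No other biological explanation was tested.

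The groups divide in a way that matches neither cocktail nor time. A total of 120 genes were higher by at least 0.5 log2 in each of 6F-48h, 6F-96h, 6F-1wk, 6F-2wk, 6F-4wk and 6F-TERT than in each of the other 8 groups, and 1 gene was lower. That balance depends on the gap, with 204 higher and 11 lower at a gap over 0.25 and 398 and 179 at a gap over 0. Of the 3003 ways to pick 6 of the 14 groups, 1 gave as many genes, this one, and the next gave 27. Depth does not account for it, since all 18 libraries of these groups lie within the range of reads of the others. Of the 96 separating genes with a length, 76 still separated after the length trend was removed, which argues against length as the whole cause. Genes that are not protein-coding made up 27 of the 99 with a type (27.3%), against 4.1% of tested genes (Fisher's exact test, one-sided, p 1.73e-15). More unspliced or nuclear RNA in those libraries may be involved, but no intron reads were analysed here. The class takes in any type other than protein-coding, pseudogenes included, so its share does not single out such RNA. A library batch, for which the labels give none, cannot be told apart from such RNA.

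MKI67 was higher in 6F-48h than in mock by 4.56 log2. More cycling cells would raise the other proliferation genes as well, and the highest of the 11 others rose by 0.784. The ratio of MKI67 to TOP2A, a comparison chosen after the values were seen, was at least 0.582 in the 18 libraries of the 6 groups above and at most 0.327 in the 24 others. This is consistent with the same division of the libraries acting on MKI67, which would make its changes across the division unsafe as a measure of proliferation.

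In mock, 23 of 261 genes that were lowest there by at least 1 log2 had 5 or more processed pseudogenes (8.81%), against 1.63% of all protein-coding genes (Fisher's exact test, one-sided, adjusted p over 14 groups 6.01e-10). Over 77 ribosomal protein genes the mock difference and the number of pseudogenes had a Spearman rho of -0.485 across genes (permutation p 2e-05, two-sided). Ribosomal protein genes with 3 or fewer pseudogenes had a median mock difference of 0.101 (21 genes), and those with 15 or more -1.19 (27 genes; Mann-Whitney test, two-sided, p 0.00119), which argues against an equal fall of the whole class. A fall of single genes stays open, since 2 of the 21 were at least 2 log2 lower in mock, against 7 of the 27. One of the 2, RPS28, with 3 pseudogenes, had 7.5 in mock and 950 or more in each other group. Without ribosomal protein genes the share with 5 or more pseudogenes was 4.07% (10 of 246), against 1.24% (Fisher's exact test, one-sided, p 0.00101), so the pattern was weaker there. Low depth is excluded, since the mock library with the fewest reads had 10.7 M. Reads shared with pseudogene copies that were counted differently in the mock libraries are a candidate explanation for part of the pattern, so genes with many pseudogenes are uncertain in contrasts with mock. The processed pseudogenes listed in the table did not gain in mock: 30 ribosomal ones summed to 321 ± 35.5 there and to between 656 and 1091 in the other groups.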
